A study of Rattus norvegicus with 415 samples.

How the data were processed

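Adipose tissue was dissected and snap-frozen, RNA was extracted with Trizol, and libraries were sequenced on an Illumina HiSeq instrument as single-end reads, per the labels' protocols. The aligner, the counting, the genome build, the annotation and any removal of duplicate reads are not stated in the labels. The deposited table gave 18358 genes by Ensembl rat identifiers in 415 samples, with no unit in its header and 0 columns that were not matched to a sample.

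The unit was worked out from the values. Every deposited value was a whole number of reads divided by a whole-number gene length and by 1 factor per sample, as in FPKM. The lengths ran from 49 to 29464 bp with a median of 2065 bp. The sample factors equalled median-of-ratios size factors over the 13665 genes above 0 in every sample, times the geometric mean of the total reads, with a largest relative difference of 3.553e-15. The deposited FPKM values were therefore already scaled between samples, and not by the plain totals. The scaling factors and the totals differed with an SD of 0.03 on the log2 scale. Whole reads were recovered for all 18358 genes, and 100% of the values came out whole within a tolerance of 0.001. Reads per sample ranged from 2139163 to 6248214, which sets the precision of low genes, and counting error was the only error that depth covers. In simulated data, 100% of the read numbers of 2889 genes were recovered.

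All values were analysed as log2(FPKM + 1). Genes were kept with an FPKM above 1 in at least 20% of samples, which left 16131 genes. The 415 samples formed 1 group from their tissue label, and every mean ± SD over all samples has n = 415. There were 318 title numbers, and the 89 on more than 1 sample covered 186 samples and 105 pairs. Neighbours in the title order with different numbers made 317 pairs. The title number was used as a scaled rank (0 at the lowest, 1 at the highest), as a factor, and as 3 blocks cut at gaps above 500, with n = 39, 232 and 144 samples. Title suffixes 3 and 4 stood on 175 and 178 samples. Trend, blocks and same-number differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment. Since the values are FPKM, no count model was the main test, and voom on the recovered reads was an alternative. On simulated values with 200 changed genes for each test among 16131, the trend test found 99.5%, the block test 98.5% and the same-number test 97% of them. Unchanged genes were called 11, 20 and 11 times. The simulated values were normal and independent between genes, so these numbers do not show how far false calls vary in the data. Random orders of the real samples called up to 602 genes for the trend, and random splits up to 1992 for the blocks.

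Resemblance of a gene was the mean product of the 2 samples' deviations from the gene's mean over the 105 same-number pairs, divided by the mean square of the pair members. Pair similarity was tested with 100000 permutations of the title numbers, and correlations across samples with 100000 permutations each. Bimodal genes had a BIC lower by more than 10 with 2 components than with 1. The search found 100% of 200 simulated bimodal genes and called 0 of the remaining genes among 16131. The simulated values were normal within each mode, without zeros, counting noise or skew. The result therefore gives no rate of false calls for genes with few reads or skewed values. The slope of reads on depth used log2(reads + 0.5) and the samples' scaling factors, and was tested on simulated data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.

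The tests of trend, blocks, same-number differences and pair similarity, the search for bimodal genes, their main settings and most of their alternatives were fixed before the data were examined. The correlations with reads per sample, the slopes of reads on depth, the comparison of suffixes and most tests of explanations were chosen afterwards. The alternatives fixed beforehand were a pseudocount of 0.1, no filter, a filter at 80% of samples, quantile normalization, array weights, a natural spline with 5 degrees of freedom, 1 sample per title number, blocks from gaps above 250, the first 10 principal components removed, values within blocks, and separations above 2 or 4 SDs. Alternatives chosen after the data were seen were voom on the recovered reads, the title number as a block in the comparison of suffixes, log2 reads or their cubic polynomial as covariates, 5 principal components as covariates, trends within blocks, samples with title numbers of 62288 and above, and leaving out samples with fewer than 3500000 reads. The rule for named genes, fixed beforehand, took the steepest trends, the highest resemblance, the widest separation and the largest SD. The trend genes were limited to 2 in each direction and the bimodal genes to 2, and the others are summarised, because the identifiers carry no names here.

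Comparisons that need gene names or positions were planned and not run. They were correlations between candidate genes, similarity of adjacent genes, and levels of marker genes for the tissue and the sex of the animals. The table of gene names at hand, of the GRCr8 assembly, matched 0 of the 18358 identifiers because its column of Ensembl identifiers is empty, so this says nothing about the identifiers or the assembly they come from. Genotypes and metabolic traits were not analysed here.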

Results

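Gene expression was measured by RNA sequencing in adipose tissue of outbred rats (Rattus norvegicus) aged 17 weeks. Outbred rats descend from several crossed inbred strains, so that the animals differ in genotype. The series mapped metabolic traits and gene expression to the genome and weighed the genes of a mapped region by mediation. The labels put all samples in 1 group, with 1 tissue, 1 age and no treatment, so that no groups of the study were compared. Each sample title held a number and a suffix. The labels do not say what either marks, and the number is called the title number here. Of the title numbers, 81 stood on 2 samples, 8 stood on 3 samples and the rest on 1. The 89 shared numbers covered 44.8% of the samples. Gaps of more than 500 in the numbering separated 3 blocks, which were used as possible batches and are not groups of the study. Block 1 ran from 57215 to 59114 with 39 samples, or 9.40% of all samples. Block 2 ran from 60213 to 63056 with 55.9% of samples, and block 3 from 63906 to 64305 with 34.7%.

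The table gave FPKM values (reads divided by gene length and by sequencing depth, here after scaling between samples) for 18358 genes. Whole numbers of reads were recovered from them for every gene. The reads in genes per sample ranged from 2139163 to 6248214, with a median of 4602134, and 3.81% of the values were 0. Median reads were 4409766 in block 1, 4567750 in block 2 and 4789737 in block 3. Fewer than 3500000 reads were found in 12 samples, and 9 of these were among the 17 samples with title numbers from 60213 to 61163. The median in that stretch was 3363560 reads, against 4627065 in the samples outside it. The stretch was chosen after the depths were seen.

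**Figure D1:**
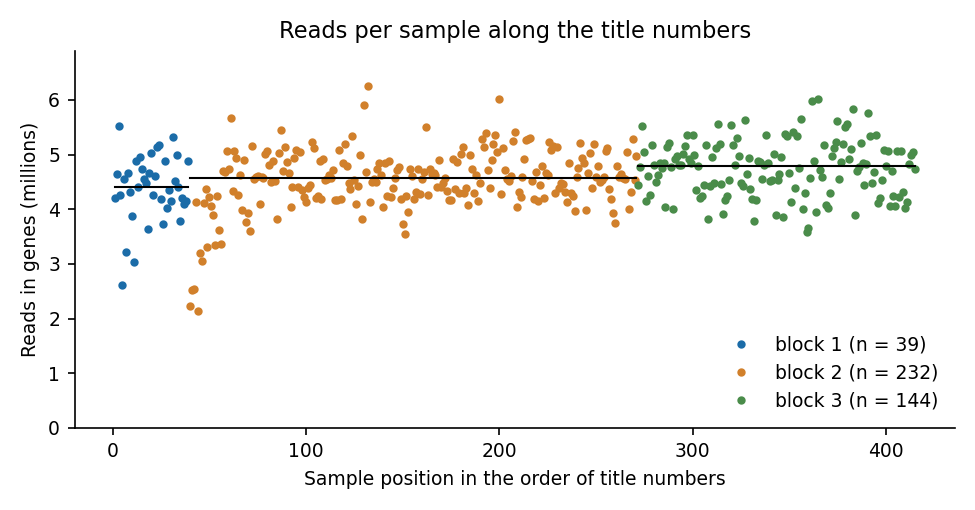
Reads in genes per sample (vertical axis) against the sample's position in the order of title numbers (horizontal axis), with 1 point per sample, colours for the 3 blocks and a black line at each block's median. Depth ranged from 2139163 to 6248214 reads, and the lowest samples stood at the start of block 2.

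Log2 reads rose along the rank of the title number, with a Pearson r of 0.278 and a Spearman rho of 0.226 over all samples. Both had a two-sided permutation p of 1e-05, the smallest the permutations can give. Without the 2 samples farthest from the median rank, r was 0.274. Within block 2 the relation held (r = 0.295, p = 1e-05; rho = 0.195, p = 0.00252; r without the 2 farthest samples 0.271). It was not detected within block 1 (r = 0.154, p = 0.353; rho = 0.0102, p = 0.950; r without the 2 farthest samples 0.177) or within block 3 (r = -0.0111, p = 0.896; rho = -0.00920, p = 0.912; r without the 2 farthest samples -0.0258). The pooled relation therefore did not hold within each block.

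The sum of a sample's FPKM values ranged from 357979 to 452336, with a median of 383617, and it fell with the number of reads. Over all samples, r was -0.866 and rho was -0.785 (two-sided permutation p of 1e-05 for both), and r was -0.842 without the 2 samples farthest from the median depth. Within blocks 1, 2 and 3, r was -0.886, -0.893 and -0.766, and rho was -0.737, -0.773 and -0.824. All 6 of these values had a permutation p of 1e-05. Without the 2 farthest samples, r within the blocks was -0.775, -0.859 and -0.764. These relations and those of reads with the title number formed 1 family of 8, tested after the data were examined. The Benjamini-Hochberg adjusted p of Pearson's r was 1.333e-05 for the 6 relations that passed, 0.404 for reads and title number within block 1, and 0.896 within block 3.

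No 2 samples differed by sampling noise alone, as 1 library sequenced again would. Chi-square per degree of freedom was taken for the 85905 pairs of samples over the 5861 genes with 5 to 100 mean reads. Its lowest value was 1.504, above the value of 1 that sampling noise gives, and its median was 3.77. The lowest value came from the 2 samples with title number 59114. Separate libraries of 1 animal can differ by more than sampling noise, so they are not excluded for this pair. Pearson's r between 2 samples on the log2 scale, across genes, ranged from 0.817 to 0.972 with a median of 0.950. Genes are not independent replicates in that coefficient.

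The filter, an FPKM above 1 in at least 20% of samples, kept 16131 genes. Over all genes in the table, the median of the mean FPKM was 11.96, the highest mean was 287.4 and the highest single value was 614. A gene had a median of 105.4 reads per sample, and 24.1% of genes had fewer than 10. The recovered reads were spread over many genes: the 100 genes with most reads held 7.61% of all reads, and the gene with most reads held 0.248%. Reads of the genes with most reads per bp hardly grew with depth, as described below. These shares may therefore understate the most abundant transcripts. The SD of log2(FPKM + 1) over all samples had a median of 0.24 among the genes kept, with 5th and 95th percentiles of 0.11 and 0.90. A pseudocount of 0.1 raised the median to 0.26, the alternative that moved it most. The median coefficient of variation of FPKM was 18.2%. The variance of a gene between samples was a median of 3.74 times its counting variance, and it was more than 2 times that variance in 73.1% of genes. An SD above 1 was found in 538 genes.

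Reads of a gene did not grow in step with depth. The slope of log2 reads on the log2 scaling factor of the samples was taken for the 6808 genes with at least 200 mean reads, and a slope of 1 means growth in proportion. The median slope was 1.26 in the genes with 0.02 to 0.05 reads per bp and 1.04 in the 2937 genes with 0.1 to 0.2 reads per bp. It was 0.664 in the 823 genes with 0.3 to 0.5 reads per bp and 0.203 in the 35 genes with at least 0.8 reads per bp. The middle 50% of these 35 genes had slopes from 0.172 to 0.298. Their median slope was 0.162, 0.206 and 0.225 within blocks 1, 2 and 3. The highest reads per bp of a gene in any sample was 1.595. These slopes were examined after the depths were seen. With a slope under 1, the FPKM of the median gene in the dense groups fell as sample depth rose.

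**Figure D2:**
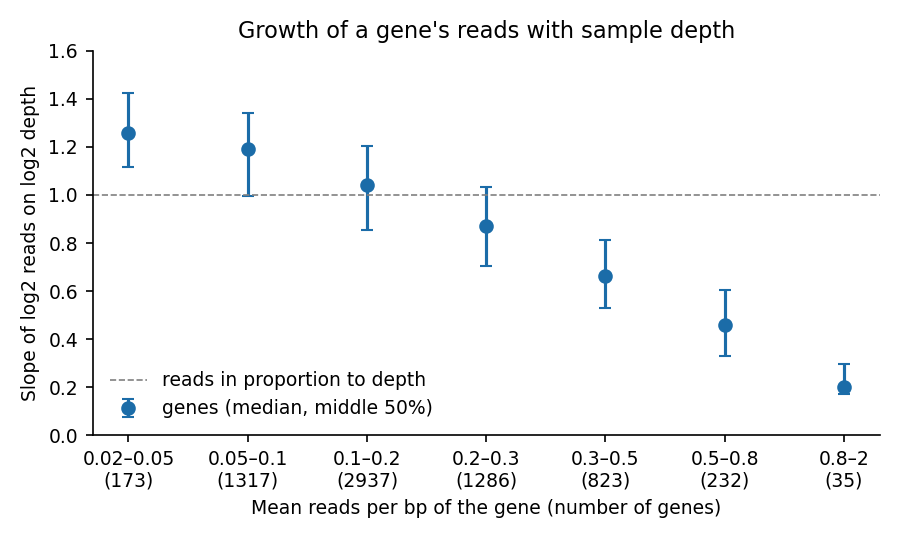
Slope of log2 reads on log2 depth (vertical axis) for genes grouped by mean reads per bp (horizontal axis, with the number of genes). Points are medians over genes, bars span the middle 50% of genes, and the dashed line marks growth in proportion to depth; the median falls from 1.26 in the sparsest genes shown to 0.203 in the densest.

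The title number was the only numeric label apart from the suffix, and its trend asked whether expression drifted along the numbering, which bears on any mapping of expression. With limma on log2(FPKM + 1) over all samples, 9885 of 16131 genes changed along the rank of the title number at a Benjamini-Hochberg adjusted p under 0.05, 5006 upward and 4879 downward. The changes were small. From the lowest to the highest number, the median absolute change of the called genes was 0.18 on the log2 scale, with 10th and 90th percentiles of 0.08 and 0.37, and 21 genes changed by more than 1. The count depended most on the block. Within block 2, 9125 genes were called, and 97.3% of the 9885 genes had the same sign as in the whole set. Within block 3, 1053 genes were called and 49.8% had the same sign. Of the 697 genes called both there and in the whole set, 47.9% had the same sign. Within block 1, with 39 samples, 0 genes were called and 1526 had an unadjusted p under 0.05, where 807 are given by chance. In that block 77.2% of the 9885 genes had the sign of the whole set. The difference between the blocks' slopes was not tested.

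The genes named here are the 2 steepest falls and the 2 steepest rises among the called genes. They are given by identifier, since the files do not pair identifiers with gene names. Means and SDs are over all samples unless a block is named. All changes are on the log2(FPKM + 1) scale, which understates the change of low genes, and the adjusted p-values are limma's. ENSRNOG00000045638, 84 bp long, had 6.16 ± 8.24 FPKM (SD) and fell by 2.03 (SE 0.27, adjusted p = 1.458e-12). Its mean was 10.7 ± 11.1 FPKM in block 1, 7.44 ± 9.09 in block 2 and 2.88 ± 3.399 in block 3. ENSRNOG00000049532, 82 bp long, had 4.94 ± 6.004 FPKM (SD) and fell by 1.52 (SE 0.24, adjusted p = 2.013e-09). These 2 genes rested on 2.36 and 1.86 reads per sample, and were above 0 in 64.3% and 69.2% of samples. ENSRNOG00000058128 had 9.97 ± 5.19 FPKM and rose by 1.24 (SE 0.13, adjusted p = 2.045e-19), on 17.8 reads per sample. ENSRNOG00000035655, 86 bp long, had 26.8 ± 11.5 FPKM and rose by 1.13 (SE 0.12, adjusted p = 8.456e-19), on 10.8 reads per sample. Its block means were 21.1 ± 10.9, 24.1 ± 10.5 and 32.7 ± 10.8 FPKM, so that the difference between blocks 1 and 3 was close to the SD within a block.

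The F test over the 3 blocks called 8551 of 16131 genes (limma, Benjamini-Hochberg adjusted p under 0.05). With blocks cut at gaps above 250, which made 7 blocks, 11772 genes were called, the alternative that moved this count most. The first 3 principal components of the samples held 7.33%, 6.65% and 6.07% of the variance.

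Samples with the same title number were compared because a shared label is the closest the labels come to a shared origin, and the study mapped expression to genotype. In the samples with a shared number, 9280 of 16131 genes differed between numbers (limma F test, Benjamini-Hochberg adjusted p under 0.05). The resemblance of same-number pairs, an intraclass correlation, had a median of 0.228 over all genes and 0.335 over the called genes, and its 5th and 95th percentiles over all genes were -0.0398 and 0.503. It was above 0 in 91.2% of genes and above 0.5 in 841. The highest resemblance among the called genes was 0.806, in a gene with 6 samples far below the rest. Their median was 0.109 FPKM, against 6.14 in the others. How far the 6 samples carry the value was not tested. Of the 9280 genes, 7029 also changed along the title numbers. Removing a natural spline of the title number rank left 6308 genes and a median resemblance of 0.164. Removing the spline and log2 reads left 5616 genes, the alternative that moved the count most.

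The similarity of whole samples gave the same comparison as 1 value. Pearson's r between the 2 samples of a pair, over 16131 genes centred on their means, was 0.154 ± 0.143 (mean and SD over pairs), against a mean of -0.00156 when the title numbers were shuffled over the samples. The one-sided permutation p was 1e-05, the smallest the permutations can give, and 84.8% of pairs lay above the shuffled mean. The mean was 0.136 for the 9 pairs of block 1 (permutation p = 0.00177), 0.163 for the 49 pairs of block 2 and 0.122 for the 47 pairs of block 3 (both with a permutation p of 1e-05). Removing the first 10 principal components moved the mean most, to 0.101. Neighbours in the title order with different numbers had a mean of 0.0710 ± 0.123 (SD over pairs). The mean fell to 0.0466 for samples 2 to 5 positions apart and to -0.0133 for samples over 100 positions apart. Shuffling the numbers only within windows of 20 neighbouring samples gave a mean of 0.0429, below the observed mean in every shuffle (one-sided permutation p = 1e-05). The spread between pairs was wide, and the middle 50% of same-number pairs, from 0.0512 to 0.257, overlapped that of the neighbours, from -0.0128 to 0.137.

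**Figure D3:**
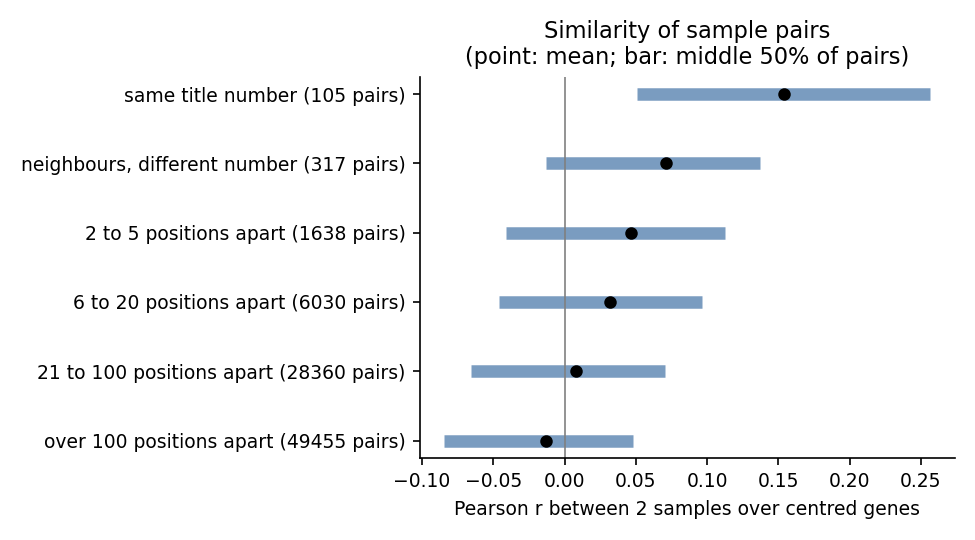
Pearson r between 2 samples over 16131 centred genes (horizontal axis) for pairs with the same title number and for pairs with different numbers by their distance in the title order (vertical axis, with the number of pairs). Points are means and bars span the middle 50% of pairs; the mean is 0.154 for same-number pairs and 0.0710 for neighbours with different numbers.

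A variant with a large effect on expression separates the values of a gene into modes in an outbred stock. Bimodal genes were counted, without a test, as genes described better by 2 normal components with 1 shared variance than by 1. The component means had to lie more than 3 SDs apart, with at least 5% of samples in the smaller component. There were 1863 such genes among 16131, and 899 of them had at least 10% of samples in the smaller component. Requiring more than 4 SDs left 767 genes, the alternative that moved the count most as a ratio, and more than 2 SDs gave 3158. ENSRNOG00000012067 had the widest separation, 9.70 SDs, with 55.2% of samples in the upper component. Its FPKM ran from 1.98 to 132.8 with a median of 56.01, on 633 reads per sample, and its resemblance between same-number samples was 0.684. ENSRNOG00000002468 followed with 9.30 SDs and 20.7% of samples in the upper component. Its FPKM ran from 0 in 12 samples to 36.6 with a median of 0.193, on 82.5 reads per sample, and its resemblance was 0.549. No change along the title numbers was detected for either gene (limma, adjusted p = 0.693 and 0.370).

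**Figure D4:**
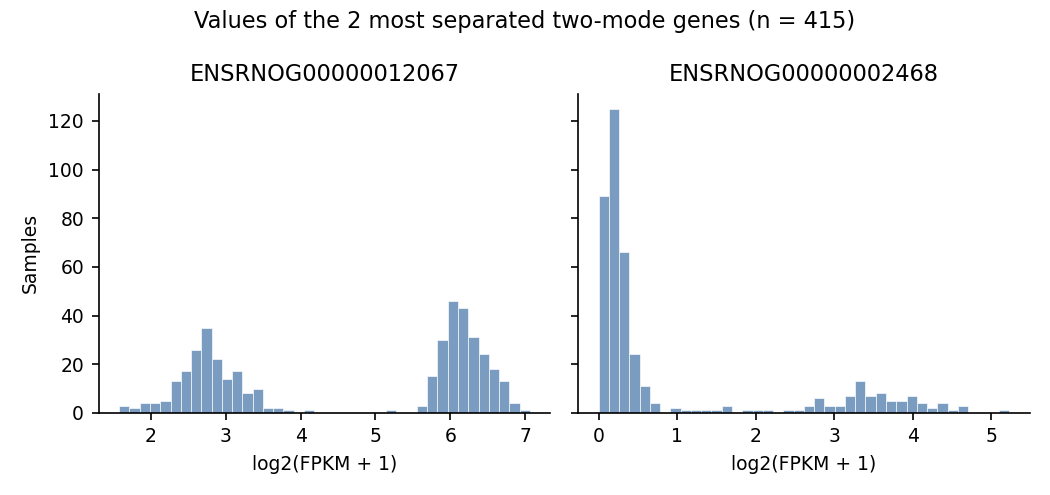
Number of samples (vertical axis) by log2(FPKM + 1) (horizontal axis) for ENSRNOG00000012067 and ENSRNOG00000002468, in all samples. Each histogram shows separate lower and upper modes, with 55.2% and 20.7% of samples in the upper component.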

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

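Trend, block and same-number counts stayed within 1.5 times their main values under a pseudocount of 0.1, no filter, the stricter filter and quantile normalization. The trend counts under these 4 settings ran from 9253 to 10378. Array weights (8299 genes), the spline (12112) and 1 sample per title number (9171) stayed within the same limit. So did voom on the recovered reads (9418) and the cubic polynomial of log2 reads (8245). Which genes were shared between these settings was not counted.

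The trend count moved further under 4 settings, all chosen after the data were seen. With 5 principal components as covariates, 3819 genes were called; the cause was not tested. Within block 1, with 39 samples, 0 genes were called, and within block 3 the count was 1053. In samples with title numbers of 62288 and above it was 6394. Why these 3 counts were lower was not tested. Fewer samples do not account for the last of them, since block 2, with 55.9% of samples, gave 9125 genes. In block 3 the signs no longer followed the whole set. For same-number differences, removing the spline and log2 reads together left 5616 genes; the cause was not tested.

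Pair similarity stayed above its shuffles in each of the 10 alternatives, with means from 0.101 to 0.171.

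The count of bimodal genes depended on its definition. It was 803 after removal of 10 principal components, and 701 of these were among the 1863. Separations above 2 and 4 SDs gave 3158 and 767 genes, and at least 10% of samples in the smaller component gave 899, by construction of those limits. A pseudocount of 0.1 gave 2332 genes, of which 1609 were among the 1863.

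The median SD of log2 values rose from 0.24 to 0.26 with a pseudocount of 0.1, by more than its bootstrap SD of 0.0057, because a smaller pseudocount spreads the low values. Single genes and the median resemblance gave 59 values under alternatives, of which 0 reversed. Trends, resemblances and separations of single genes kept their direction and their side of the threshold, while their size could change. The trends of single genes were not taken within blocks or with 5 principal components as covariates, where the count of genes fell most. A reversal in those settings is therefore not excluded. ENSRNOG00000049532 fell by 2.44 with a pseudocount of 0.1, against 1.52, and ENSRNOG00000058128 rose by 0.76 in the samples with title numbers of 62288 and above, against 1.24. SDs of single genes and the median resemblance have no test, and 5 of their values moved by more than 10%.

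Alternatives for candidate gene correlations and adjacent genes were not run, since the identifiers could not be matched to names or positions. The steepest falls rest on about 2 reads per sample, so depth limits how well their size is known.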

Other observations

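The tests of explanations for the drift, for same-number samples, for dense genes and for title suffixes were chosen after their results were seen, and so were the tests that split the bimodal genes by reads, that linked them into sets, that asked whether few samples were the whole cause and that set the smaller-mode genes against the drift. The other tests of bimodal genes were fixed before their results were seen.

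The drift along the title numbers was far larger than random orders give. Of 100 orders of the samples, 1, the real one, gave as many genes as the real order, and the largest of the other orders gave 602. For the blocks it was also 1 of 100 splits, with 1992 genes in the largest other split. A difference in reads per sample is argued against as the whole cause, since 8224 genes were called with log2 reads as a covariate. How many of them were among the 9885 called without it was not counted. The shallow samples with title numbers from 60213 to 61163 are argued against too. In the samples with title numbers of 62288 and above, 5661 of the genes called overall were called again with the same sign. A steady change through the whole numbering is argued against by block 3, where 49.8% of the called genes kept their sign. A candidate explanation that stays open is a change between preparation or sequencing batches that fell inside block 2, as are a change in the animals over time and a mix of both. The labels give no batch, date or sex, so these remain untested, and no biological explanation was tested.

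Samples with the same title number may share an origin such as a litter or a cage. Of 100 shuffles of the numbers, 1, the real one, gave as many genes. The drift is argued against as the whole cause, since shuffles within windows of 20 samples gave a mean pair correlation of 0.0429 against the observed 0.154. In the test over genes, shuffles within windows of 20 of the samples with shared numbers gave at most 4758 genes, against 9280. Reads per sample are argued against as well, since the mean was 0.147 once log2 reads were removed. Relatedness, a shared cage and joint preparation of the 2 samples remain open, since all of them follow the number.

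In the densest genes, those with at least 0.8 reads per bp, reads hardly grew with depth, with a median slope of 0.203. A candidate explanation is that reads were kept once per start position, as removal of duplicate reads does, so that a gene fills up. This predicts a slope that falls with reads per bp among genes of equal read number, and it did. Among genes with 200 to 400 reads the median slope was 1.21, 1.07 and 0.805 from the sparsest to the densest group of genes. Among genes with 400 to 800 reads it was 1.15, 1.01 and 0.741. At a similar read number, genes with more reads per bp are shorter genes, so any effect of gene length on the slope predicts the same fall. These slopes therefore cannot tell filled positions from an effect of length. A simple form of the start position model, in which all positions of both strands are used alike, is argued against. With the modelled reads scaled as the observed ones were, it predicts a slope of 0.776 for the densest genes, far above the observed 0.203. For the sparsest it predicts 1.01, where 1.26 was observed. Whether another form of the model gives the observed slopes was not tested. The samples under 3500000 reads are argued against as the cause, since the slope was 0.226 without them. A transformation of the values by the authors is argued against. Within the tolerance of 0.001, 100% of the values were whole reads times 1 factor per gene and sample. Differences in RNA quality between shallow and deep samples stay open and were not tested. If positions did fill up, FPKM values of abundant genes and their shares of the reads could be too low, most of all in deep samples.

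The 1863 bimodal genes were of different kinds. Of those with at least 10% of samples in the smaller mode, many had few reads: they made up 1.56% of genes with at least 100 reads per sample and 11.1% of genes with fewer. Few reads may thus be a source of a part of these 899 genes. They are argued against for another part, since noise that is independent between genes does not link them. Linking genes with an absolute correlation above 0.8 gave 1 set with 15.9% of the 899 genes, where 100 shuffles of each gene's values over the samples linked none. In this set a median of 28.2% of samples were in the smaller mode, and the median resemblance was -0.0418. The source of this set stays open. The genes linked to no other numbered 626. An inherited variant shared by same-number samples is argued against as the source of the 899 genes as a whole. With the drift removed, their median resemblance was 0.0552, below the 0.102 of 10000 lists matched on mean expression. It stays open for a part of them, since 5.78% of the 899 genes exceeded a resemblance of 0.5, against 0.911% of genes without separate modes, and 4.38% of those with fewer than 100 reads did. The drift is argued against too, with a median absolute correlation with the title number rank of 0.0688 against 0.103 in matched lists. Shares of the memberships cannot test the same few unusual samples as the whole cause of these modes. With at least 10% of samples in each smaller mode, 21 samples could hold at most 21.3%. The 21 samples most often in the smaller mode held 8.89% of the memberships, and the other samples held 91.1%. The 8.89% lies below the possible 21.3%, so the same 21 samples were not in the smaller mode of all these genes. As a part of the cause, unusual samples stay open. The 8.89% is above the mean of 5.68% and the highest value of 5.75% in shuffled samples. Among the genes linked to no other it was 8.20%. This excess does not tell unusual samples apart from other sources.

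The 16.2% of these genes with at least 100 reads differed from the rest. Their median resemblance was 0.337, above the 0.185 of matched lists, and 13.01% of them exceeded 0.5. This is consistent with inherited variants, as is the bimodal pattern of ENSRNOG00000012067. They are not independent cases. Linked in the same way, they formed 53 sets, of which 1 held 39 genes, and 21 samples held 13.8% of the memberships against 6.68% in shuffled samples, so a few unusual samples may also contribute. Shares of the memberships cannot test unusual samples as the whole cause, since each smaller mode holds more samples than these 21. In these genes 21 samples could hold at most 22.7%, and the other samples held 86.2%. The 13.8% lies below the possible 22.7%, so the same 21 samples were not in the smaller mode of all these genes. The 46 genes linked to no other gene had a median resemblance of 0.371, and 23.9% of them exceeded 0.5. The set of 39 linked genes had a median of 0.370, so the median does not tell single genes from a linked set. Genotypes were not analysed here, so the variants themselves were not tested.

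The 964 bimodal genes with under 10% of samples in the smaller mode may reflect in part a small number of unusual samples. The 21 samples most often in the smaller mode held 28.98% of the memberships, against 6.09% in shuffled samples and 51.4% possible. The median absolute correlation of these genes with the title number rank was 0.252, against 0.146 in matched lists, so the drift stays open as a part of the cause. Their median resemblance was 0.195 against 0.163 in matched lists, so inherited variants stay open too. The share of these genes above a resemblance of 0.5 gives inherited variants no support. It was 0.934%, against 0.911% of genes without separate modes, and 0.778% among the genes linked to no other. The largest linked set held 19.5% of the 964 genes, with a median resemblance of 0.315. In that set, 24 samples were in the smaller mode for most of the genes. The genes linked to no other had a median resemblance of 0.184.

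No difference was detected between title suffixes 3 and 4, and the other suffixes were not compared. Without a block, 0 genes passed an adjusted p of 0.05 in limma, and 2.26% of genes had an unadjusted p under 0.05, where chance gives 5%. Many samples with these suffixes share a title number, so the fit was repeated with the title number as a block in the 56 numbers that carry both. It called 0 genes, and 926 genes, or 5.74%, had an unadjusted p under 0.05. Of 100 swaps of the suffixes within title numbers, the real one included, 28 gave as many genes at that unadjusted threshold. Smaller differences than these samples can show are not excluded, and what the suffix marks is not stated.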
